A study of Mus musculus with 13 samples. Its data were reported in "Fetal brain response to maternal inflammation requires microglia" (2024).

How the data were processed

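Microglia, the resident macrophages of the brain, were profiled by droplet-based single-cell RNA sequencing across embryonic and early postnatal development of the mouse. Per the labels and the study's methods, the prospective primary somatosensory cortex of wild-type C57Bl/6N embryos or pups was freed of meninges and dissociated in the cold without enzymes. Cells were sorted by FACS as CD11b+, Cx3cr1+ and CD45low, and libraries were made with 10x Genomics 3′ chemistry. Embryos of both sexes were pooled in each sample. The labels name 7 ages, E12, E13, E14, E15, E16, E18 and P1, of which the study's methods place the embryonic ones at the middle of each day. Each age had 2 samples except E16, which had 1, for 13 samples.

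The authors deposited 2 matrices of counts for each sample, 1 of spliced and 1 of unspliced molecules. The deposited values were whole counts of unique molecular identifiers (UMIs), which tag single RNA molecules, without normalization. The study's methods name Cell Ranger and the mm10 genome for these libraries. How spliced and unspliced molecules were separated is not given in the sources used here. Each matrix had 27998 rows of Ensembl gene identifiers. Of these, 27645 were matched to a symbol and 353 were kept under their identifier. Coordinates are those of the GENCODE annotation of GRCm38, the build also called mm10, counted from 1.

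The matrices held between 335476 and 834767 barcodes per sample with a spliced UMI, most of which are droplets without a cell. A barcode was kept as a cell when it had at least 500 genes, at most 20% mitochondrial UMIs, and at least 10% of the UMI total at the 99th percentile of its sample. The first 2 criteria are the study's, and left 24148 barcodes in the 11 samples described next. The UMI minimum, between 1267 and 5602 UMIs in these samples, left 20193, or 24163 over all 13 samples. The study's methods use 11 samples, with a single one at E12 and at E18. Here these were the 11 samples without E12 replicate 2 and E18 replicate 2, and all 13 were used as an alternative.

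Spliced counts per cell were transformed to Pearson residuals with a dispersion parameter of 100. The 3000 most variable genes were reduced to 30 principal components, after the marker genes of the substates had been left out. Components were corrected for the sample with a script that follows the Harmony algorithm, using 100 centres, a diversity penalty of 2, a width of 0.1, a ridge of 1 and 10 rounds. This correction was chosen after the data had shown that uncorrected clusters followed single libraries. For an age with a single library it can also remove differences due to age. Clusters were found by the Louvain method on a shared nearest neighbor graph of 20 neighbors, at resolution 0.3, as the best of 10 starts. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and igraph 0.11.9 were used.

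A cluster was named by the marker list, fixed before the data were examined, of which at least 3 genes were raised by a log2 fold of 0.5 or more over the other cells. Where several lists passed, the one with most markers among the top 10 genes was taken. A cluster of fewer than 10 cells stayed unnamed. The same held for a cluster with a median UMI count under one in 3 of its own sample's and no own marker among its top 10 genes. Lists of 15 proliferation genes, 9 Ms4a7, 5 Ccl3, 11 Irf7, 8 Hmox1, 9 Spp1 and 12 maturing genes named the microglial substates. A list of 9 genes of all microglia and lists for neurons, erythrocytes, endothelium, pericytes or meninges, monocytes, neutrophils, lymphocytes and mast cells were used beside them. Names are rebuilt from these lists, since the study's own annotation of each cell was not used here, so a difference from the study can come from the names.

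Doublets were left in, since the study's methods name no doublet filter for these samples. The automatic threshold of Scrublet, run in scanpy 1.11.5, marked 43 of 24163 cells, or 0.178%, which is too few for the caller to have worked. Removing its calls was therefore not run. In its place, 617 cells with the highest scores over the 13 samples were removed as an alternative, at a rate of 0.8% per 1000 cells.

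For tests, spliced counts were summed per sample over all microglial cells or over the cells of a substate, with at least 20 cells per sum. Genes were filtered with filterByExpr, libraries were scaled by TMM, and edgeR 4.0.16 in R 4.3.3 fitted a quasi-likelihood model with age as a continuous covariate. Age was counted in days from E12, with 0, 1, 2, 3, 4, 6 and 8 for the 7 ages in order. The day of P1 is not given in the sources used here, and 7 was tried as well. Adjusted p-values in the text are Benjamini-Hochberg values from edgeR's quasi-likelihood test over the genes tested, called at 0.05. Differences in age slope between substates were tested as an interaction, with the sample as a block. Differences between substates in the receptors were tested by an F test over 6 substates with the sample as a block, adjusted over the list alone and over all genes. The unit of replication was the sample, never the cell.

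The share of each substate was taken over the microglial cells of a sample. It was related to age by Spearman's rho and Pearson's r with two-sided permutation tests of 100000 resamples, adjusted over 6 substates. Shares of single samples are given with 95% Clopper-Pearson intervals, which cover counting error only. Levels are given in CPM, which is the usual scaling of a gene's counts to the total spliced UMIs of the cells summed. The mean of the 34 receptors was that of log2(CPM + 1) less the mean of 20 control genes per receptor matched on expression. Cells were called female by a UMI of Xist without one of the 4 Y chromosome genes Ddx3y, Eif2s3y, Uty and Kdm5d, and male by the reverse. Samples with at least 20 cells of both sexes entered that fit.

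Genes named in the text follow a rule set before the data were examined. In all microglia, the 5 largest positive and 5 largest negative slopes on age were taken among genes with an adjusted p under 0.05 and a mean of at least 20 CPM. In each substate fit the 3 largest on each side were taken. Mitochondrial, ribosomal protein, haemoglobin, Gm and Rik genes and genes that identify sex were left out. Further genes are 25 that the study names for its atlas, the 34 receptors of its list of receptors for pathogens and cytokines, and 16 genes of dissociation stress, given as a summed share of UMIs. Between the sexes the 5 largest positive and negative fold changes were taken among called genes of at least 5 CPM in either sex. Genes that lead a cluster are named only to identify it. Results for 1 of the receptors are not reported here.

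Alternatives set before the data were examined were other filters on cells, markers kept in clustering, resolutions of 0.2 and 0.5, log normalization, and all 13 samples. Each sample was also left out in turn. P1 was counted as day 7 or left out, and ages were used as ranks. Summed or unspliced counts, DESeq2's size factors in edgeR, DESeq2 1.42.0, and 2 other filters on low counts were tried. So were a replicate block, the log10 of the median UMIs per cell as a covariate, both together, cells thinned to 2000 UMIs, sums of at least 10 or 50 cells, other pseudocounts, and Pearson's r. Alternatives chosen after seeing the data were clusters without correction or corrected for a split of the libraries described with the results, fits within or across that split, replicate 1 samples only, the removal of high doublet scores, the cluster named by endothelial genes counted as microglia, and sexes called by the presence or absence of Y chromosome UMIs in cells of at least 10000 UMIs.

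The fits were tested on simulated counts, drawn from the means and library sizes of the real samples with 200 genes changed. The dispersion was fixed at 0.05 for every gene, so recovery under the real spread between libraries was not tested. A slope of 0.2 on the log2 scale per day was recovered for 95.5% of changed genes in all microglia, 88.0% in maturing, 88.5% in proliferating and 86.5% in Ms4a7 microglia. A slope of 0.4 was recovered for 98.0% or more in each, with 5 to 11 other genes called. Slope differences of 0.4 were recovered for 96.0% of genes between Ms4a7 and maturing microglia and for 99.5% between proliferating and maturing microglia. Of genes changed by 1 on the log2 scale, 99.0% were recovered between substates and 16.5% between sexes, where 3 samples entered.

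Depth differed between samples. Total spliced UMIs ranged from 12223201 to 42695754, of which 38.7% to 88.9% were in cells. The median UMIs per cell ranged from 4399.5 to 29463. Genes with a mean below about 1 CPM were left out of most fits by the filter on low counts. In droplet data, free RNA gives UMIs in cells that do not express a gene, so low levels of a substate's genes in another substate are not read as expression.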

Results

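To follow microglia through cortical development, spliced UMI counts were examined in 11 samples of sorted cells, 1 each at E12, E16 and E18 and 2 each at E13, E14, E15 and P1. Total spliced UMIs per sample ranged from 12223201 in P1 replicate 1 to 42695754 in P1 replicate 2. Filtering left 20193 cells, between 401 in P1 replicate 1 and 5700 in P1 replicate 2. By age there were 735 cells at E12, 2052 at E13, 1269 at E14, 3281 at E15, 3218 at E16, 3537 at E18 and 6101 at P1. The 2 samples outside these fits, E12 replicate 2 and E18 replicate 2, had 650 and 3320 cells.

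Depth per cell was not even across ages. The median spliced UMIs per cell were 22468 at E12, 12618 and 20057 in the E13 replicates, 17464.5 and 19689 at E14, 11079.5 and 7930 at E15, 4399.5 at E16, 4764 at E18, and 10626 and 6086.5 at P1. Depth fell with age, with a Spearman's rho of -0.835 (permutation p 0.00219) and a Pearson's r of -0.685 on the log10 scale (permutation p 0.0217). Without the 2 samples farthest in age from the median, both of P1, r was -0.876. In relations with age over the 11 samples, values without the 2 farthest samples are thus those of the embryonic samples alone. Depth tracked age more closely in these. Age and depth per cell are thus partly confounded in all age comparisons that follow.

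The libraries also split in a way that the ages do not explain. Over 71 genes of ribosomal proteins, the first principal component held 85.3% of the variance and parted the 13 libraries into 2 sets. Set A held E12 replicate 2, both E13 replicates, replicate 2 of E14, E15 and E18, and P1 replicate 1. Set B held E12 replicate 1, E14 replicate 1, E15 replicate 1, E16, E18 replicate 1 and P1 replicate 2. Ribosomal protein genes took 13% to 17.5% of UMIs in set A and 9.40% to 13.5% in set B. Of the 11 samples, 5 were in set A and 6 in set B, and both sets spanned early and late ages. Relations with age are therefore also given within these sets, with the 7 libraries of set A taken from all 13 samples.

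**Figure D1:**
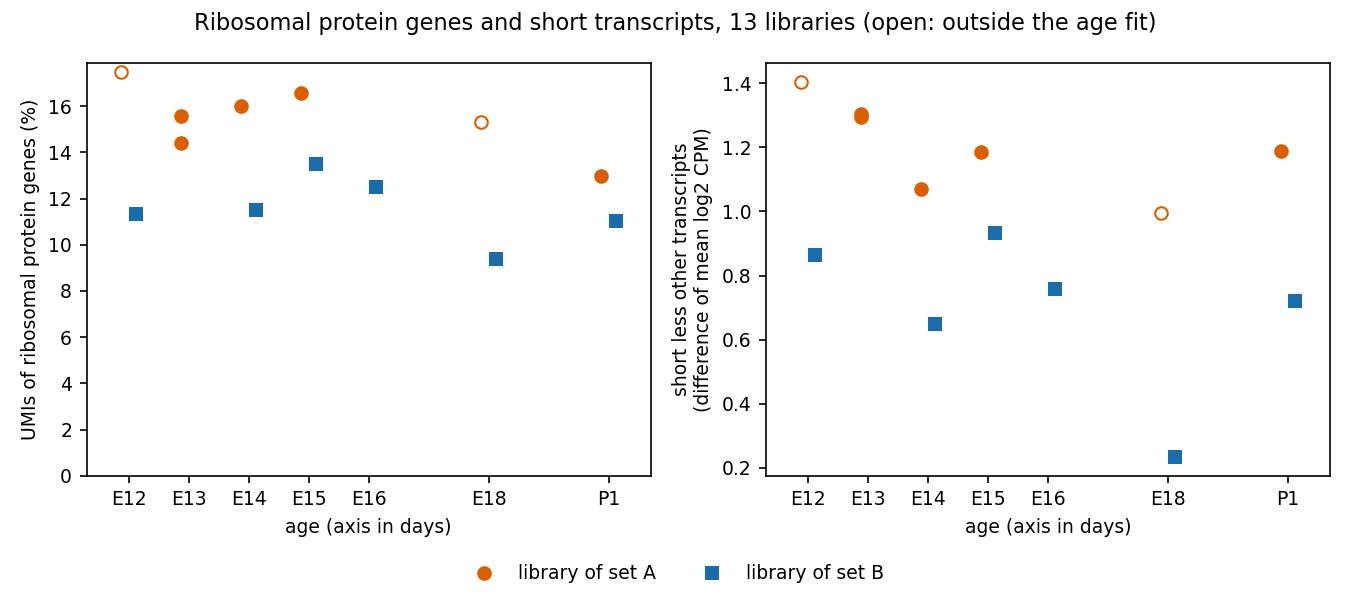
Left, share of spliced UMIs in ribosomal protein genes, in percent, and right, mean log2 CPM of 115 transcripts shorter than 600 nucleotides less that of 5514 others, for each of 13 libraries by age (circles, set A; squares, set B; open symbols, outside the age fits). Set A spans 13% to 17.5% and set B 9.40% to 13.5%, and at each age with both sets A lies above B in either panel.

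To examine heterogeneity among microglia, cells of all ages were clustered together. Of 15 clusters, 10 carried microglial substate names and held 19181 cells. The other 1012 cells, 5.01% of all (95% Clopper-Pearson interval 4.72% to 5.32%), fell in clusters named by neuronal genes (466 cells), endothelial genes (298), monocyte and mast cell genes (228) and erythroid genes (19), with 1 cell left unnamed. The cluster named by endothelial genes, with 139 CPM of 5 such genes, had 36400 CPM of the 9 microglial genes, against 31900 in the maturing cluster. Its cells are microglial by these levels and were left out by the naming rule alone. Counted as microglia, they leave a share of 3.54% outside. The lists for pericytes or meninges, neutrophils and lymphocytes named no cluster. Cells outside microglial clusters do not enter the substate shares and the fits below, unless the cluster named by endothelial genes is counted as microglia. Neuronal cells serve again as a reference for free RNA. Cluster 1, with 5227 cells, was named maturing microglia, with 10 of 12 markers raised. Clusters 3, 4 and 5 were proliferating microglia, with 2110, 2037 and 1985 cells. Ms4a7 microglia formed cluster 6, led by Clec12a and Apoc1 (1360 cells), and cluster 7, led by Lyve1, Pf4 and F13a1 (1245 cells). Cluster 2 carried 3 of 8 Hmox1 markers (3708 cells), and its cells had 0.48 times the median UMIs of their samples. Cluster 8 carried 6 of 9 Spp1 markers (749 cells) but was led by Csf1, Gm42418 and mitochondrial genes as well. Clusters 10 and 11 were named Irf7 microglia, with 411 and 349 cells, of which 69.3% and 59.9% came from E18 replicate 1. Cluster 10 was led by H2-Aa and Cd74 beside Ccl5, but its 285 cells in E18 replicate 1 had no UMI of H2-Aa. No cluster met the rule for Ccl3 microglia at resolution 0.3.

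The study describes how the proportions of these substates change over development. Maturing microglia made up 11.1% of microglia at E12 (95% Clopper-Pearson interval 8.91% to 13.6%), a mean of 15.3% at E13, 18.1% at E14 and 27.7% at E15, 30.03% at E16 (28.4% to 31.7%), 39.1% at E18 (37.4% to 40.8%) and 24.95% at P1. Spearman's rho with age was 0.752 over 11 samples (permutation p 0.0104, adjusted p 0.0622 over 6 substates). Pearson's r was 0.656 (permutation p 0.0302, adjusted p 0.103), and 0.967 without the 2 samples farthest from the median age. After adjustment the rise did not pass the threshold. The alternative that moved it most was the use of embryonic samples alone, with a rho of 0.954 (adjusted p 0.00159). The r of 0.967 is of the same samples, in which depth per cell tracked age more closely. Within library sets, rho was 0.657 over the 6 libraries of set B (exact permutation p 0.175) and 0.667 over the 7 of set A (exact permutation p 0.116).

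Ms4a7 microglia went the other way, from 38.8% at E12 (35.2% to 42.4%) to 9.97% at E18 (8.96% to 11.1%). The E13 replicates differed, with 11.3% (8.42% to 14.7%) and 29.4% (27.1% to 31.8%), as did those of P1, with 15.8% (12.3% to 19.8%) and 8.08% (7.38% to 8.83%). The rho was -0.592 (permutation p 0.0604, adjusted p 0.121), and r was -0.597 (permutation p 0.0441, adjusted p 0.103) and -0.691 without the 2 farthest samples. It was -1 within set B (exact permutation p 0.00278) and -0.306 within the 7 libraries of set A (exact permutation p 0.512). With ranks centred within sets it was -0.562 over 11 samples (permutation p 0.0895, adjusted p 0.179).

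The other substates had no relation with age past the threshold. For Spp1 microglia, rho was 0.688 (permutation p 0.0239, adjusted p 0.0717) and r 0.588 (permutation p 0.0513), falling to 0.343 without the 2 farthest samples, on which it rests. Within set B the rho was 0.429 and within set A it was 0.631 (exact permutation p 0.419 and 0.143). For Irf7 microglia, rho was 0.450 (permutation p 0.168) and r 0.371 (permutation p 0.267), or 0.742 without the 2 farthest samples, and for Hmox1 microglia rho was 0.271 (permutation p 0.416) and r 0.298 (permutation p 0.369), or -0.016 without them. Within sets B and A, rho was 0.600 and 0.468 for Irf7 and 0.257 and 0.180 for Hmox1 microglia (exact permutation p 0.242, 0.290, 0.658 and 0.703). Irf7 microglia were 15.2% of microglia in E18 replicate 1 (13.9% to 16.4%) and between 0.561% and 2.36% in the other 10 samples.

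**Figure D2:**
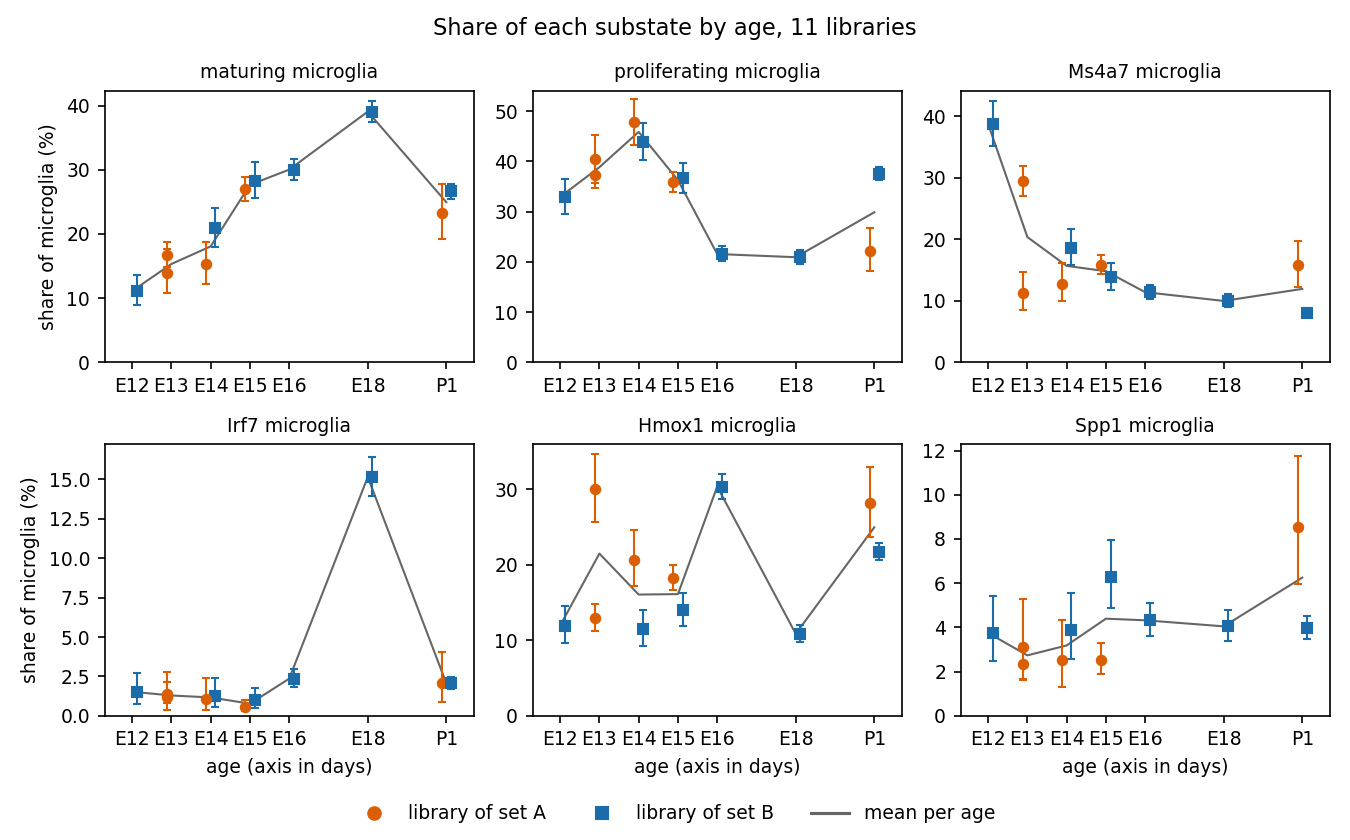
Share of microglial cells in each of 6 substates, in percent, for each sample by age. Symbols are samples (circles, library set A; squares, set B), bars are 95% Clopper-Pearson intervals, and lines join the means per age. Maturing microglia rise from 11.1% at E12 to 39.1% at E18, and proliferating microglia are lowest at E16, E18 and in P1 replicate 1.

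To ask when microglia divide most, proliferating microglia were compared between early and intermediate ages. They made up 32.9% at E12 (29.5% to 36.5%), 40.4% and 37.3% in the E13 replicates, 43.9% and 47.8% at E14, 36.6% and 35.9% at E15, 21.6% at E16 (20.1% to 23.1%) and 20.9% at E18 (19.5% to 22.4%). The 7 samples from E12 to E15 had a mean of 39.3% and the samples of E16 and E18 one of 21.2%, a difference of 18.03 percentage points (two-sided exact permutation test over 36 splits, p 0.0278, the smallest this design can give). All of the earlier samples lay above both later ones. With all 13 samples the difference was 20.2 points (165 splits, exact p 0.00606). At P1 the replicates differed by more than counting error, with 22.2% (18.2% to 26.7%) and 37.5% (36.2% to 38.8%), so their mean of 29.9% does not establish a renewed rise. An exact permutation test of 2 samples against 2 cannot reach 0.05. Across all ages rho was -0.417 (permutation p 0.198, adjusted p 0.238) and r -0.532 (permutation p 0.0932, adjusted p 0.140), or -0.646 without the 2 farthest samples. Within sets B and A it was -0.200 and -0.667 (exact permutation p 0.714 and 0.116).

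To find genes that change with age, counts of all microglial cells were summed per sample. Of 11872 genes tested, 959 had an age trend, 666 rising and 293 falling. The count rose to 4312 with embryonic samples only, where depth per cell tracked age more closely, and to 2339 with all 13 samples. The largest change by ratio came from a fit to the 5 samples of set A alone, which called 13 genes. A fit to set B alone called 114. With the log10 of the median UMIs per cell as a covariate, 60 genes were called, and all 959 kept their sign, with a median slope 0.714 times that without the covariate. Genes called in the 7 libraries of set A had the same sign in set B in 93.2% of 1212 cases, against 70.9% of all 11671 genes tested in both.

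The 5 largest positive slopes were those of Ccl5 (chromosome 11, 83525778 to 83530518), Nav3 (chromosome 10, 109681259 to 110456204), Lag3 (chromosome 6, 124904361 to 124911705), Ccl4 (chromosome 11, 83662584 to 83664683) and Adgrg1 (chromosome 8, 94974751 to 95014217), all protein-coding genes of GRCm38. On the log2 scale per day, Ccl5 rose by 1.64 (SE 0.308, adjusted p 0.00717), Nav3 by 0.62 (SE 0.108, adjusted p 0.00461), Lag3 by 0.60 (SE 0.0503, adjusted p 3.77e-05), Ccl4 by 0.53 (SE 0.110, adjusted p 0.0120) and Adgrg1 by 0.46 (SE 0.0603, adjusted p 0.00102). Lag3 was at 5.27 CPM at E12, 10.8 ± 0.124 at E13 (SD, n = 2), 18.1 ± 8.93 at E14, 15.7 ± 3.34 at E15, 31.4 at E16, 136 at E18 and 148 ± 65.5 at P1. For Ccl5 the slope rests on few late libraries, since it was at 0 CPM at E12, 1.51 ± 1.94 at E13, 17.6 at E16, 1140 in the E18 sample and 141 ± 60.2 at P1. Adgrg1 rose from 6.49 CPM at E12 to 110 at E18 and 57.9 ± 16.3 at P1.

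The 5 largest negative slopes were those of Igf2bp1 (chromosome 11, 95957163 to 96005940), Bend4 (chromosome 5, 67392147 to 67428310), Iqgap1 (chromosome 7, 80711583 to 80825974), Emb (chromosome 13, 117208536 to 117274415) and Lgals1 (chromosome 15, 78926725 to 78930465). Per day, the slope was -0.80 for Igf2bp1 (SE 0.0514, adjusted p 5.08e-06), -0.41 for Bend4 (SE 0.0393, adjusted p 0.000117), -0.39 for Iqgap1 (SE 0.0404, adjusted p 0.000157), -0.38 for Emb (SE 0.0388, adjusted p 0.000145) and -0.34 for Lgals1 (SE 0.0942, adjusted p 0.0407). Igf2bp1 fell at every step, from 79.6 CPM at E12 over 47.7 ± 5.56 at E13, 38.6 ± 7.67 at E14, 12.6 ± 0.291 at E15, 8.45 at E16 and 3.25 at E18 to 1.53 ± 1.23 at P1. Lgals1 fell from 1230 CPM at E12 to 18.1 at E18, with 158 ± 95.4 at P1, and its replicates varied widely, with 599 ± 302 at E13.

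**Figure D3:**
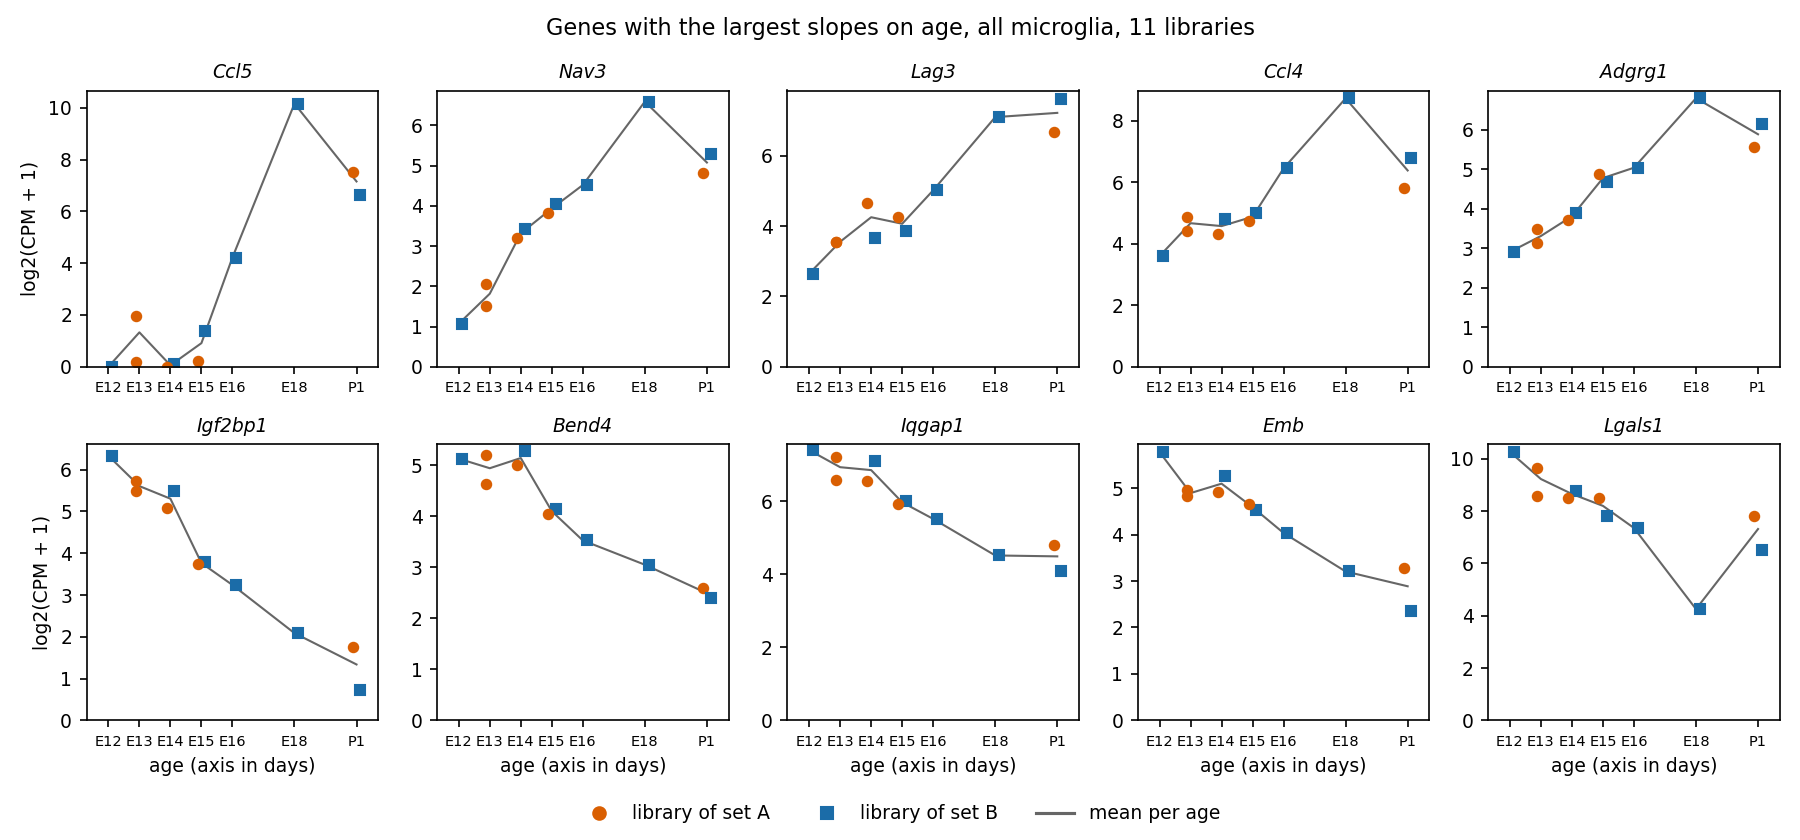
log2(CPM + 1) by age in all microglia for the 5 largest positive slopes (top) and the 5 largest negative (bottom), with one symbol per sample (circles, library set A; squares, set B) and lines through the means per age. On the CPM scale Igf2bp1 falls from 79.6 CPM at E12 to 1.53 at P1, while Lag3 rises from 5.27 to 148 and Ccl5 is highest in the E18 sample at 1140.

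The same fit was made within substates. In maturing microglia 752 of 9729 genes had an age trend (486 rising, 266 falling), in proliferating microglia 755 of 10464 (515 and 240), and in Ms4a7 microglia 697 of 9391 (459 and 238). Of the 959 genes of all microglia, 486, 516 and 410 were also called in these substates. Called in each of the 3 substates, whether or not in all microglia, were 216 genes. In maturing microglia the slopes were largest for Ccl5 (1.48), Nav3 (0.56) and Lag3 (0.53), and lowest for Igf2bp1 (-0.96), Iqgap1 (-0.49) and Cybb (-0.49). In proliferating microglia they were largest for Ccl5 (1.79), Nav3 (0.55) and Fcgr2b (0.47), and lowest for Igf2bp1 (-0.88), Pf4 (-0.54) and Lgals1 (-0.49). In Ms4a7 microglia they were largest for Ccl5 (2.00), Lag3 (0.80) and Sparc (0.68), and lowest for Igf2bp1 (-0.55), Tfrc (-0.41) and Ppic (-0.40). The adjusted p-values of these 18 slopes ranged from 9.56e-08 to 0.0104. Ccl5 is of the Irf7 list, Pf4 of the Ms4a7 list and Sparc of the maturing list. Free RNA may therefore add to their slopes in other substates. In maturing cells Ccl5 was at most 115 CPM, in E18 replicate 1, against 4580 and 4760 in the Irf7 clusters of that library. In Ms4a7 microglia 5 genes were called under the depth covariate, 1 within set B and 276 within the 5 samples of set A. The mix of the Lyve1-led and Clec12a-led clusters within Ms4a7 microglia shifted with age, and was not tested for these trends. The maturing list, which holds Sparc, summed to 10300 CPM in the first and 18400 in the second. A shifting mix may thus add to the rise of Sparc.

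To test whether substates change differently, slopes were compared within samples. Between Ms4a7 and maturing microglia, 225 of 10313 genes differed in slope, 170 of them with the higher slope in Ms4a7 microglia. Between proliferating and maturing microglia, 334 of 11055 differed, 171 with the higher slope in proliferating microglia and 163 with the lower one. Leaving out E13 replicate 2 reduced these counts to 53 and 158, and within set B alone 3 and 39 genes were called.

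Of 25 genes that the study names for its atlas, 24 were tested and 7 had an age trend. Crybb1 rose by 0.38 per day (SE 0.0533, adjusted p 0.00151), from 229 CPM at E12 to 1820 at E18. Trem2 rose by 0.18 (SE 0.0279, adjusted p 0.00273), Csf1r by 0.13 (SE 0.0334, adjusted p 0.0303), Fcrls by 0.12 (SE 0.0301, adjusted p 0.0274), and Ccl4 as above. Ms4a6b and Ms4a6c fell, with slopes of -0.13 (SE 0.0352, adjusted p 0.0370) and -0.20 (SE 0.0493, adjusted p 0.0250). Csf1r, Fcrls and Ms4a6b lay near the threshold and were lost under 14 to 16 of 42 alternatives. The other 17 genes, Ms4a7, Mrc1, Pf4, Mki67, Top2a, Irf7, Hmox1 and Spp1 among them, had no age trend past the threshold. Hoxb8 was below the filter on low counts, with a mean of 0.00847 CPM and at most 0.0601 in a sample.

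The study asks whether microglia are equipped to sense pathogens and cytokines, with a list of 34 receptors. Of these, 26 were tested and 10 had an age trend when adjusted over the list alone, 8 rising and 2 falling. Over all genes tested, 5 did. The study chose its list from pathogens and cytokines, not from these samples. Tlr7 rose by 0.14 per day (SE 0.0264, adjusted p over the list alone 0.00343), from 46.3 CPM at E12 to 78.6 at E18 and 77.3 ± 22.5 at P1. Nectin2 and Il15ra rose by 0.15 and 0.26 (SE 0.0388 and 0.0665, adjusted p over the list alone 0.00945 for both), and Tlr1 by 0.12 (SE 0.0330, adjusted p 0.0177), while Il17ra fell by 0.12 (SE 0.0287, adjusted p 0.00945). These 5 also passed over all genes. Over the list alone, Tlr2 and Ifngr1 at 0.14 each, Il6ra at 0.11 and Ccr1 at -0.12 were called as well. Il6ra had a slope of -0.02 in unspliced counts. With the depth covariate 0 receptors were called by edgeR, with 3 at an unadjusted p under 0.05, against 10 without the covariate by edgeR as by DESeq2. These trends, and the receptor mean below, were taken over all microglia, so a shifting mix of substates may add to them.

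The mean of the 34 receptors, less that of control genes, was -0.19 at E12 on the log2 scale, 0.45 at E18, and 0.02 and -0.07 in the P1 replicates. Its rho with age was 0.794 (permutation p 0.00543), while r was 0.527 (permutation p 0.0913), or 0.936 without the 2 samples farthest from the median age. The rise therefore held in rank and up to E18, and not as a straight line through P1. Within set A rho was 0.829 over 7 libraries (exact permutation p 0.0302). Within the 6 libraries of set B the mean rose at each step from -0.19 at E12 to 0.45 at E18. It then fell to -0.07 in P1 replicate 2, and the relation with age did not pass the threshold in this set. With ranks centred within sets it was 0.804 over 11 samples (permutation p 0.00637).

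Receptors also differed between substates. Adjusted over the list alone, 23 of 24 tested receptors differed, and the same number over all genes, against 8634 of 10173 genes as a whole. Ifngr2 was the exception (adjusted p over the list alone 0.116). Ccr1 averaged 265 ± 58.2 CPM in Ms4a7 microglia and 48.0 ± 14.4 in maturing microglia (SD, n = 11 each), and Cxcr3 19.4 ± 9.21 and 2.96 ± 1.34. On average Tlr3 was highest in Irf7 microglia, at 69.9 ± 39.5 CPM over 4 samples (30.5 to 123). In maturing microglia it was at 18.1 ± 7.60 over 11 samples (9.48 to 36.9). These means are not over the same samples. Tlr3 also differed between samples, with 6.19 CPM in all microglia at E12 and 50.4 at E18. Ccr1 is itself among the markers used to name Ms4a7 microglia. Cx3cr1, on which cells were sorted, averaged 960 ± 192 CPM in maturing, 600 ± 191 in Ms4a7 and 396 ± 139 in Hmox1 microglia.

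The summed share of 16 dissociation stress genes lay between 0.0375% and 0.0566% of UMIs in samples up to E16 and in P1 replicate 1 and rose to 0.0774% at E18 and 0.0959% in P1 replicate 2.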

Values the study reported

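The study reported 21,135 microglia from these ages, in 11 samples, with 831 to 6932 cells per timepoint. It clustered them at a resolution of 0.3 into 12 clusters, of which it removed 1 as neuronal and kept 11. Non-microglial cells made up less than 3% of all cells. It placed a first peak of proliferation near E14.5, followed by lower shares and a second rise at P1.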

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

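Of the tests below, those on the libraries outside the fits, the unspliced counts, the library sets, the mix of Ms4a7 clusters, misplaced Ms4a7 cells, the cycling cells, and other orderings of the ages in all microglia were chosen only after the result had been seen. The test on library sets was replaced once, as its first form left hardly any other outcome. That on the mix of Ms4a7 clusters was rewritten after its values had been seen.

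The age slope of 225 genes differed between Ms4a7 and maturing microglia, which drew attention because the difference itself was tested within samples. Chance can be excluded, since of 100 orderings of the ages over the samples, the real one included, 1 gave as many genes, and no other gave more than 4. Free RNA of Ms4a7 cells in maturing cells would be carried into neuronal cells of the same libraries to a like degree. The median ratio of neuronal to maturing cells was 0.250 for 164 genes with a higher slope in Ms4a7 microglia, against 1.11 for all genes tested and 0.104 for 9 microglial markers, which argues against free RNA as the whole cause. Ms4a7 cells misplaced among maturing cells would bring the genes that are higher in Ms4a7 cells. Of all 170 genes with a higher slope in Ms4a7 microglia, 12.4% were at least 2 times as high in Ms4a7 as in maturing cells, against 7.72% of all genes tested, and with at least 5 CPM in maturing cells 11% of 164 against 4.24%. Most of the genes were thus not of this kind, but more were than among all genes, so misplaced cells stay open. A shifting mix of both Ms4a7 clusters would remove the difference within one cluster. With the Lyve1-led cluster alone the median slope difference was 1.08 times that with both, and 75 of 224 genes were called over 10 samples, which argues against the mix as the whole cause. With the Clec12a-led cluster alone it was 0.449 times, with the same sign in 98.2% of 223 genes and 24 of them called, so the mix may account for part. Of 159 genes with a positive difference that were tested in both substates, 78 rose in Ms4a7 and fell in maturing microglia, 53 rose in both and 28 fell in both. The count was 53 without E13 replicate 2, 74 without E12 replicate 1, 105 without E14 replicate 1, 419 without P1 replicate 1, 17 in replicate 1 samples alone and 3 within set B. A difference between substates in how they change with age stays open, as does a depth per cell that changes differently in each.

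The age slope of 334 genes differed between proliferating and maturing microglia, by the same test. Of 100 orderings 1 gave as many genes, so chance can be excluded, although the highest count among the others was 169. Among the genes with a higher slope in proliferating microglia, 67.3% were at least 2 times as high in proliferating as in maturing cells, against 5.10% of all genes tested. Of 153 such genes tested in both substates, 151 had a negative slope in maturing microglia and 73 in proliferating microglia. A candidate explanation is that cycling cells, or cells just past division, were left among maturing cells at early ages and grew fewer with age. It concerns the higher slopes. The 163 lower slopes were not covered by a test, and for them a difference between substates with age stays open. The count was 158 without E13 replicate 2, 206 without E18 replicate 1, 215 without E12 replicate 1 and 183 in replicate 1 samples alone.

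The E12 and E18 libraries outside the fits carried the trend of all microglia. Of the 959 genes with an age trend, 947, or 98.7%, went the same way in E18 replicate 2 less E12 replicate 2, against 76.9% of the genes not called. Across the called genes, which are not independent replicates, Spearman's rho of slope and difference was 0.817, and the median difference per day was 1.16 times the slope. Both of these libraries are of set A, while those of the same ages in the fits are of set B. This argues against trends peculiar to the 11 libraries. Chance can be excluded too, since 1 of 100 orderings of the ages gave as many genes in all, in maturing, in proliferating and in Ms4a7 microglia. Library sets confounded with age are argued against by the 93.2% of 1212 genes called in the 7 libraries of set A that had the same sign in the 6 of set B, where 70.9% of all genes did. Depth per cell fell with age and is harder to part from it. In 6 of 6 pairs of the same age, the called genes of the shallower library were shifted toward older ages, by a median of 0.153 times the shift that depth alone would give (0.086 to 0.338). Were depth the whole cause the ratio would lie near 1, so depth is argued against as the whole cause, by a limit that was set after the value had been seen, but it may add to the slopes. A mix of substates that shifts with age can also move these sums, and was not tested for them. Of the 959 genes, 486, 516 and 410 were also called within maturing, proliferating and Ms4a7 microglia. Age itself, within cells or through the mix of substates, stays open as the explanation for most of the trend.

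Unspliced counts, outside the comparisons of the report, had an age trend of their own in 272 genes of all microglia. Of the 959 genes, 792 were tested there, 91.5% of them had the same sign, and 131 were also called. Trends made by the counting of spliced molecules alone would not appear in unspliced ones, so this argues against that source. The counts come from the same cells, so it says nothing on depth, library sets or the choice of cells, and age stays open here as well.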

How the results depend on the processing

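The alternatives that divide the libraries into sets, keep replicate 1 samples only, correct clusters for the set or not at all, remove high doublet scores, count the cluster named by endothelial genes as microglia, or call sex by Y chromosome UMIs were chosen after seeing the data. The rest were set before the data were examined. Numbers of genes with an age trend are given below for all, maturing, proliferating and Ms4a7 microglia in that order, against 959, 752, 755 and 697 in the fit reported, and the cause of a change was not tested unless one is given.

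For the shares of maturing, Ms4a7, Irf7, Hmox1 and Spp1 microglia and for the receptor mean, Spearman's rho with age kept its sign under every alternative run. Pearson's r did not for Hmox1 or Spp1 microglia. For Hmox1 microglia it was -0.0582 when substate markers were kept and -0.0160 in embryonic samples, which are those left without the 2 farthest samples. Without these 2 samples it was also -0.222 without the UMI rule and as low as -0.282 without E16 replicate 1. For Spp1 microglia it was -0.0452 within set B and -0.422 when markers were kept and the 2 farthest samples left out. For receptors that differ between substates, 23 of 24 in the fit reported, every alternative gave a count between 18 and 26.

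With all 13 samples the counts rose to 2339, 1665, 1732 and 1924, and differences in slope to 739 genes for Ms4a7 and 671 for proliferating against maturing microglia, with more samples in the fit. With embryonic samples only they rose to 4312, 2982, 2670 and 2862, slope differences for Ms4a7 microglia to 917 and receptors with an age trend to 18 (10 in the fit reported). Depth per cell tracked age more closely in these samples. Counting P1 as day 7 or ages as ranks gave 388 and 415 slope differences for Ms4a7 microglia (225 in the fit reported).

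Depth had the largest effect among the alternatives set in advance. With the log10 of the median UMIs per cell as a covariate the counts were 60, 133, 131 and 5, and receptors 0. Age and depth are correlated, so this covariate takes away variation due to age as well. Cells thinned to 2000 UMIs gave 362, 215, 239 and 199. Thinning lowers the counts but keeps the expected share of each gene in a cell, so it does not take away differences that go with depth per cell.

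At E13, E14, E15 and P1, samples of the same replicate number deviated together weakly at most. The correlations across genes of replicate 1 less replicate 2 ranged from -0.0749 to 0.264 over 6 pairs of these ages, and were highest for E14 and E15. By their barcodes, however, the 7 replicate 1 libraries may have been sequenced in one pool, as described with the observations. In these 7 samples alone, 1 at each age, 33, 124, 98 and 251 genes, 17 and 183 slope differences for Ms4a7 and proliferating microglia, and 2 receptors were called. With the replicate block over all 11 samples, 923, 777, 775 and 843 genes and 9 receptors were called, which changed none of these counts by more than 1.5 times. With the replicate block and the depth covariate together the counts were 45, 151, 83 and 4, and receptors 0. In both fits with the covariate, 3 receptors had an unadjusted p under 0.05.

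Unspliced counts, which are fewer, gave 272, 183, 293 and 49 genes, 107 and 80 slope differences for Ms4a7 and proliferating microglia, and 5 receptors. Spliced and unspliced counts summed gave 621 in all, 501 in proliferating and 369 in Ms4a7 microglia. DESeq2 gave 1603 in all and 1104 in Ms4a7 microglia but 182 slope differences for proliferating microglia (334 in the fit reported). A mean of at least 10 CPM, under which fewer genes are tested, gave 613 in all microglia. Without a filter on low counts, slope differences rose to 434 and 532. With DESeq2's size factors no count of calls moved by more than 1.5 times.

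Within set A alone (5 samples) 13, 49, 54 and 276 genes, 33 and 55 slope differences and 4 receptors were called, and within set B alone (6 samples) 114, 102, 103 and 1 genes, 3 and 39 slope differences and 3 receptors. Fewer samples enter these fits. With set as a factor beside age, Ms4a7 microglia had 460 genes, and with all 13 samples and set as a factor the counts were 2222, 1639, 1734 and 1844. With all 13 samples and set A alone, Ms4a7 microglia had 1633 genes and 5 receptors had an age trend. Of the 959 genes, 705 were also called with set as a factor, 951 with all 13 samples, 776 with embryonic samples only, 956 by DESeq2 and 335 in thinned cells.

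With the cluster named by endothelial genes counted as microglia, 981 genes were called in all microglia, and fits within substates do not include its cells. The share of cells outside the microglial clusters, 5.01% in the clustering reported, was then 3.54%. It was 7.02% without the UMI rule, 3.41% with at least 1000 genes per cell, 5.62% with at most 10% mitochondrial UMIs, 6.35% with all 13 samples and 4.39% with high doublet scores removed, and 4.42% (without E18 replicate 1) to 5.98% (without P1 replicate 2) when a sample was left out.

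The clustering changed fits within substates. After log normalization, Ms4a7 microglia had 213 genes over 10 samples, and 97 slope differences against maturing microglia. With substate markers kept among the clustering genes there were 144.

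The rise of the share of maturing microglia, with a rho of 0.752 and an adjusted p of 0.0622, passed the threshold under 8 alternatives besides those that leave out a sample. These were at least 1000 genes per cell (rho 0.844, adjusted p 0.00855), at most 10% mitochondrial UMIs (0.899, 0.00235), markers kept (0.826, 0.0163), resolution 0.2 (0.775, 0.0358), log normalization (0.771, 0.0389), all 13 samples (0.809, 0.00738), doublet scores (0.789, 0.0361) and embryonic samples only (0.954, 0.00159). Its adjusted p ranged up to 0.483, within set B. For proliferating microglia, rho reversed at resolution 0.2, to 0.0596 (adjusted p 0.864). There no Hmox1 cluster was found, and a cluster of 5220 cells with 0.50 times the median UMIs of their samples was named proliferating. With all 13 samples it was -0.662 (adjusted p 0.0321), the lowest of its adjusted p-values. The early against intermediate difference of 18.03 points in this share (exact p 0.0278) was 13.6 at resolution 0.2 (exact p 0.250) and 22.0 with at least 1000 genes (exact p 0.0556), where it no longer passed, and 17.2 in replicate 1 samples (exact p 0.0667, the smallest that 15 splits can give), against p-values down to 0.00606 elsewhere. Ms4a7 microglia passed the threshold with clusters corrected for set (rho -0.775, p 0.00712, the one substate compared there) and within set B (-1, adjusted p 0.0167), with adjusted p-values up to 0.614 elsewhere. Irf7 microglia did with at least 1000 genes (0.716, adjusted p 0.0413, elsewhere up to 0.983) and Spp1 microglia with all 13 samples (0.726, adjusted p 0.0203, elsewhere up to 0.629). The receptor mean, with a rho of 0.794, did not pass in the alternative with set B only (0.429, exact p 0.419). It did not pass by Pearson's r either (0.527, permutation p 0.0913), while its p-values reached down to 0.00043. The rho within set B is not firm. The receptor means over 11 samples put P1 replicate 2 (-0.073) just above E14 replicate 1 (-0.082), and their order within set B gives a higher rho than 0.429.

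Leaving out each sample in turn gave 463 to 1559 genes in all, 404 to 1174 in maturing, 428 to 1082 in proliferating and 234 to 1589 in Ms4a7 microglia, 53 to 419 and 158 to 382 slope differences, and 6 to 11 receptors. Without E13 replicate 2 the counts were 463, 404, 428 and 234, and without E12 replicate 1 they were 590 in all, 468 in maturing and 295 in Ms4a7 microglia, with 74 and 215 slope differences and 6 receptors. Without P1 replicate 1 they were 1559 in all and 1174 in maturing microglia, with 419 slope differences for Ms4a7 microglia, and without P1 replicate 2 Ms4a7 microglia had 1589. Without E13 replicate 1 they were 612 in all and 485 in maturing microglia. Without E14 replicate 1 they were 639 in all and 414 in Ms4a7 microglia, with 105 slope differences, and without E14 replicate 2 Ms4a7 microglia had 462. Without E18 replicate 1 there were 206 slope differences for proliferating microglia. Where an age was left with 1 sample, the fit takes its spread from the other ages. Receptors that differ between substates numbered 23 to 24, and the receptor mean had a rho of 0.654 to 0.917. For shares, rho was 0.669 to 0.844 for maturing (0.844 and adjusted p 0.0212 without either P1 replicate), -0.599 to -0.312 for proliferating, -0.771 to -0.454 for Ms4a7, 0.325 to 0.522 for Irf7, 0.166 to 0.515 for Hmox1 and 0.606 to 0.746 for Spp1 microglia. The early against intermediate difference was 16.6 to 19.1 points. Without E16 or E18 replicate 1 it was 18.3 and 17.7, but with 7 samples against 1 the exact p cannot go below 0.125.

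For the 38 genes that differ between female and male cells, all 13 samples gave 127, all 13 samples within set A 120, log normalization 69, no filter on low counts 87, no UMI rule 25, summed counts 19, DESeq2 10, Y chromosome presence or absence 15, and the cluster named by endothelial genes counted as microglia 22, where Rhox5, Sox11, F13a1 and Rsad2 were no longer called. Leaving out a sample gave 38 to 47. The fold change of Sox11 between sexes reversed to -0.111 with at least 1000 genes, -0.235 with at most 10% mitochondrial UMIs, -0.0754 after log normalization, -0.371 with all 13 samples, -0.225 within set A of all 13, and -0.111 without E15 replicate 2, with 2.22 without E13 replicate 2. That of Lyve1 reversed to -0.0716 in unspliced counts and -0.223 by Y chromosome presence or absence. Without E15 replicate 2 the fold change of Lyve1 was 0.30 and no longer called. It was 2.15 without E13 replicate 2 and 1.10 without E18 replicate 1. The rule of at least 2 UMIs to call sex left too few cells for a fit and has no value.

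Of 54 slopes or fold changes of named genes, 2138 values under alternatives were compared with the fit reported. In 1875 the direction and the side of the threshold were the same, in 254 the gene was no longer called, and 9 were reversed, 8 of them those of Sox11 and Lyve1 above. The other was Il6ra, with a slope of -0.0247 in unspliced counts (adjusted p 0.802). Igf2bp1 was called under all 42 alternatives in all, maturing and proliferating microglia. Lag3 was lost in all microglia in unspliced counts alone. Lgals1 was lost under 18 of 42 alternatives and Il6ra under 19, Csf1r and Ms4a6b under 16 and Fcrls under 14. Each of the other named age trends was lost under at most 10.

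The 8 receptors not tested, Tyro3, Pdgfra, Nectin1, Mog, Cdh1, Il1r2, Il2rb and Il2rg, averaged at most 0.510 CPM in all microglia, and changes in them were not detectable. Whether they are absent or below detection is not decided.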

Other observations

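Of the tests below, those on short transcripts, on the Irf7 share of both E18 libraries, on the cells led by Lyve1, on the Spp1 share without 2 libraries, on the depth of female cells, on reads swapped between libraries, and on other orderings for the receptors were chosen only after the result had been seen.

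Among the 34 receptors, 10 had an age trend in all microglia. Of 100 orderings of the ages over the samples, the real one included, 1 gave as many, and no other gave more than 4, so chance can be excluded. Between substates 23 receptors differed. Of 40 orderings of the substates within samples, the real one included, 1 gave as many. The substates were found in the same counts, so other orderings were bound to give fewer, and whether chance can be excluded is not decided by them.

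The split of the libraries on ribosomal protein genes extended to other short transcripts. Over 5 pairs of the same age that hold a library of each set, transcripts shorter than 600 nucleotides, ribosomal protein genes left out, were higher in set A by a median of 0.442 on the log2 scale relative to longer ones (0.152 to 0.676), against 0.0743 in the E13 pair, both of set A. A different recovery of short transcripts at library preparation is a candidate explanation. Across genes, log2 ratios of the P1 pair rose with transcript length (Spearman's rho 0.278) where those of the other 4 pairs fell (-0.420 to -0.0950), which a length effect on its own leaves unexplained. A different mix of substates is argued against, since the excess of ribosomal protein genes within maturing cells alone was 0.955 times that in all microglia. The labels name no batch. Lgals1, with a transcript under this length, is exposed to the split, since its lowest value came from E18 replicate 1 of set B.

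Irf7 microglia made up 15.2% of E18 replicate 1. When all 13 libraries were clustered together, their share was 9.53% in E18 replicate 1 and 2.93% in E18 replicate 2, a ratio of 3.25, against 0.590% to 1.90% at other ages. In the other 5 pairs of the same age the larger share was at most 1.42 times the smaller, so age E18 alone is argued against as the whole cause. The share in E18 replicate 2 also lay above those of the other ages, so age may account for part. Other blood cells are argued against as the bulk of Irf7 microglia, but not as a part of them. Over all samples, clusters 10 and 11 had 34100 and 31700 CPM of the 9 microglial genes. The cluster named by monocyte and mast cell genes had 3170. In E18 replicate 1 the median log2 ratio of these genes, Irf7 over maturing cells, was -0.477 (-2.06 to 0.133). It was -0.385 in cluster 10 and -0.587 in cluster 11. Ly6c2 and Ccr2 were at most 1.37 CPM there, but the monocyte list summed to 415 CPM, against 39.8 in maturing cells. Plac8 alone reached 257 and 581 CPM in the 2 clusters. In E18 replicate 1, Ifit3 was at 51.9 CPM in the 285 cells of cluster 10 and at 1720 in the 209 of cluster 11. It was at 17.6 in maturing cells. Ccl5 was at 4580 and 4760 CPM in these clusters and at 115 in maturing cells. Cluster 10 was thus marked by Ccl5 more than by Ifit3. Genes of the Irf7 list, which holds Ccl5, were not raised in the Irf7 clusters alone. In maturing cells of E18 replicate 1 the mean log2 level of the Irf7 list was 4.62, which is 1.31 above the next highest library outside E18, so a response of the whole library or free RNA from Irf7 cells may underlie it. Both stay open.

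The share of Ms4a7 microglia had a negative rho with age that did not pass the threshold after adjustment. What fall there was lay in the cells led by Lyve1, Pf4 and F13a1. The share of that cluster had a rho of -0.624 with age (permutation p 0.0455, not adjusted), from 34.2% in E12 replicate 1 to 1.69% in E18 replicate 1, while that of the cluster led by Clec12a had one of 0.101 (permutation p 0.769). Lyve1 and Pf4 are also carried by macrophages at the borders of the brain, so border tissue carried over at dissection might set this share. Over all barcodes, transcripts of 7 pericyte or meningeal genes had a rho of -0.409 with the share of the Lyve1-led cluster (permutation p 0.214), an r of -0.352 (permutation p 0.293), and -0.177 without the 2 farthest libraries. At 3.06 to 12.8 CPM over all barcodes these genes were too few to decide, so carry-over and a change of the microglia themselves cannot be told apart here.

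Gm42418 and Lars2 stood out in E15 replicate 1 and P1 replicate 1, the libraries with the highest mitochondrial shares. Gm42418 was at 6168 and 10050 CPM there and at most 1686 elsewhere, and Lars2 at 169 and 247 CPM and at most 54.2. In cells of at most 5% mitochondrial UMIs the lower of these libraries was still 4.23 times the highest other one or more, which argues against damaged cells of high mitochondrial share as the cause. No biological explanation was tested. The same genes lead the Spp1 cluster, whose share was highest in these libraries. Without them its rho with age was 0.613 (exact permutation p 0.0855), against 0.688 with them, which argues against these libraries as the whole source of that relation.

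Sex was called in cells of each pooled sample. Of 9907 genes tested, 38 differed between female and male cells over 3 samples, E13 replicate 2, E15 replicate 2 and E18 replicate 1, with 25 higher in female and 13 in male cells. The design has 4 distinct orderings, of which 1 gave as many genes, so chance cannot be excluded. The 5 largest positive and the 5 largest negative fold changes include Xist, Kdm5d, Uty, Ddx3y and Eif2s3y, by which cells were called. The other positive ones, on the log2 scale, were those of Rhox5 (3.59, SE 0.829, adjusted p 0.0183), Sox11 (1.47, SE 0.305, adjusted p 0.00477), Lyve1 (1.09, SE 0.177, adjusted p 6.57e-05) and F13a1 (0.92, SE 0.190, adjusted p 0.0043), each higher in female cells in 2 of 3 samples. The other negative one was that of Rsad2 (-1.57, SE 0.357, adjusted p 0.0169), lower in 3 of 3. Female cells had at least 1.12 times the median UMIs of male cells in these samples. A UMI of Xist being found more readily in deep cells is a candidate explanation, while proliferating cells, 35.8% of female and 19.6% of male cells in E18 replicate 1 and also more frequent among female cells in the other 2 samples, leave a difference in cycling open as well. Either may raise genes of large or cycling cells, such as Mki67 and Top2a, which were also among the 38 and are named here after their values were seen. Of the 31 called genes outside the sex chromosomes, 0 were called by edgeR when cells of at least 10000 UMIs were split by presence or absence of Y chromosome UMIs over 11 samples, where 15 genes were called. Of these, 5 were on the X chromosome, 5 on the Y chromosome and 4 on other chromosomes, and 1 had no coordinates in the annotation used. With the cluster named by endothelial genes counted as microglia, 22 genes differed by the first rule.

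Reads swapped between libraries pooled for sequencing would carry the cell barcodes of a library into the others of its pool. In 23 of 78 pairs of libraries the cell barcodes of either, those of cells in both left out, were found among all barcodes of the other more often than its barcodes of 1 UMI were (binomial p under 0.05 over the 156 comparisons), by 1.22 to 13.2 times, against 0.748 to 1.26 times in the remaining pairs. These were all 21 pairs among the 7 replicate 1 libraries, the pair of E12 replicate 2 and E13 replicate 2, and that of E15 replicate 2 and E18 replicate 2. Swapped reads within such pools are a candidate explanation. Replicate 1 libraries fell in both sets, 2 in set A and 5 in set B, so the split does not follow these pools alone. All replicate 2 libraries but that of P1 were in set A, both linked pairs among them. A part played by pools in the split thus stays open. How many UMIs were swapped was not measured. As for swapped reads passing as cells, barcodes that were cells in both libraries numbered 69 over 78 pairs, against 71.6 expected from random draws, a ratio of 0.964, and 11 against 13.4 in the 23 pairs, which argues against it.

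Cells outside the microglial clusters made up 5.01% of all cells. With the cluster named by endothelial genes, whose cells carry the microglial genes, counted as microglia, it was 3.54%. Both are higher than the value quoted from the study above, but the share depends on the filters on cells and on the names of clusters. The groups also differ, since the study removed 1 cluster, as neuronal. Both shares here count cells named by monocyte and mast cell genes and by erythroid genes as well. The cluster named by neuronal genes alone held 466 of 20193 cells.

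At resolution 0.5 a cluster of 1080 cells carried the Ccl3 markers. Its share ran from 2.40% in E13 replicate 1 to 7.57% in E18 replicate 1, with a rho of 0.743 with age (permutation p 0.0119, adjusted p 0.0558) and an r of 0.610 (permutation p 0.0468), or 0.913 without the 2 farthest samples. In the clustering of 13 libraries, E12 replicate 2 and E18 replicate 2 had 16.7% and 46.7% maturing, 34.7% and 18.2% proliferating, and 27.8% and 10.8% Ms4a7 microglia. Their summed shares of dissociation stress genes were 0.0485% and 0.0786%.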
